A study of Caenorhabditis elegans with 12 samples.

How the data were processed

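RNA was measured by high-throughput sequencing in whole Caenorhabditis elegans of 4 genotypes with 3 replicates each, 12 libraries in all. Per the labels, worms grew on NGM plates (nematode growth medium) with the E. coli strain OP50 as food, were lysed in TRIzol, and had their RNA purified with a column kit before an outside company built the libraries. The labels give neither the alleles nor the age or developmental stage at harvest.

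The authors deposited a single table of whole-number counts per gene for the 12 libraries, not normalized. The aligner, the counting program, the handling of strand and the treatment of reads that match several genes are not stated in the labels or the file header. Per the file header, each gene carries an NCBI gene identifier, a RefSeq chromosome, start, end, strand, a length in bases and a biotype, and the chromosome versions are those of the WBcel235 assembly. Of the 46936 genes, 46920 identifiers matched a RefSeq gene table of that assembly, and 45476 had the same coordinates there. Coordinates below are those of the deposited table. How the deposited gene length was computed is not stated.

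Each column was assigned to its library by a name that matched that sample's label, and groups came from the genotype in the sample titles. No per-sample column was left unused. Replicate numbers also came from the titles. They recur in every genotype, so a fit with the replicate number as a block was run as an alternative. Worms of different genotypes are different animals, and nothing in the labels states that same-numbered libraries were grown or prepared together.

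Counts were analysed in R 4.3.3. The edgeR 4.0.16 filter filterByExpr with a minimum count of 10 kept 15575 genes, and 22468 genes had 0 counts in all libraries. Libraries were scaled with the trimmed mean of M-values (TMM). Levels in the text are CPM, each gene's deposited count divided by the library's TMM-scaled total and multiplied by 1e6. A model with 1 coefficient per genotype was fitted to all 12 libraries, which share 1 estimate of the spread. Contrasts were tested with edgeR's quasi-likelihood F test, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called. The standard error of a log2 fold change was derived from the coefficient and its F statistic, and none is given where a group had 0 counts in every library. The interaction contrast subtracts the skn-1gf effect in the wild-type background from that in the daf-2lf background. Correlations of log2 changes were taken across genes, which are not independent replicates, so they carry no p-value. Log2 CPM for principal components and library deviations used a prior count of 2.

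Gene sets were fixed before the data were examined. There were 12: a list of SKN-1 targets, lists of genes that DAF-16 activates or represses, and 9 families defined by gene symbol. They were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01 in 4 contrasts, and adjusted over the 48 tests. The SKN-1 and DAF-16 lists were drawn from general knowledge of their targets. The choice of genes to name was also fixed beforehand. It comprised skn-1, daf-2 and the marker genes gst-4, gcs-1, sod-3 and mtl-1. For 4 contrasts it added the 3 protein-coding called genes with the largest rise and the 3 with the largest fall. These needed a mean log2 CPM of at least 1 and, except for the interaction, no overlap between the replicates of the groups compared.

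Total counts ranged from 16779245 to 29346039 per library. The smallest level that 3 counts can show ranged from 0.102 to 0.179 CPM before TMM scaling. Where all libraries of a group had no more than 3 counts, a fold change between genotypes is given as a lower bound. It was computed against the largest floor in that group after TMM scaling, which reached 0.192 CPM for skn-1gf replicate 2. Interaction sizes are fitted values in all cases. Confidence intervals of shares are 95% Wilson intervals and cover counting error only, as do the floors, because PCR copies are not independent molecules.

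The procedure was tested on simulated counts drawn from the real means and library sizes, with 200 well-expressed genes changed, over 15288 tested genes. For the contrast of the double mutant against daf-2lf it called 70.5% of the changed genes and 94% of those changed 4-fold, and 3.42% of its calls were unchanged genes. With a loss of long genes simulated in daf-2lf replicate 1, over 15272 tested genes, it called 54% of the changed genes and 11 unchanged ones. A per-library length trend brought these to 68% and 12. For the interaction it called 35.5% of the changed genes and 66% of those changed 4-fold. Where nothing was changed it made 0 calls. The means were those over all 12 libraries, so the simulated genotypes differed only in the changed genes and the simulated length loss. The procedure was not tested under broad changes like those of the real contrasts, nor was the effect of scaling on them.

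Alternatives chosen before the data were examined were other scalings (relative log expression (RLE) factors, or total counts alone), DESeq2 1.42.0, other count filters, and a fit to the groups compared alone. A replicate block, a gene-length trend per library, omission of the 20 most abundant genes, protein-coding genes alone, stricter thresholds, other set tests and omission of each library in turn completed them. A length trend taken within genotypes and limma-voom with sample quality weights were added after the data had been seen. Figures were drawn with matplotlib 3.10.9. GC content was not analysed here.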

Results

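The study profiled the transcriptome of whole worms of 4 genotypes, with 3 libraries each: wild type, skn-1gf, daf-2lf and the double mutant daf-2lf;skn-1gf. In C. elegans nomenclature gf and lf stand for gain and loss of function. SKN-1 is a transcription factor of the Nrf family that acts in detoxification and oxidative stress responses. DAF-2 is the worm's insulin/IGF-1 receptor, and lowered DAF-2 activity extends lifespan through the transcription factor DAF-16. The stated purpose was to find how the transcriptome of the double mutant differs from that of daf-2lf, in a study of activated SKN-1 in long-lived mutants. The remaining genotypes allow the skn-1gf effect to be measured in a wild-type background as well.

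Library depth ranged from 16779245 counts in skn-1gf replicate 2 to 29346039 in double mutant replicate 3. Between 17268 and 19015 genes had at least 1 count. The 20 most abundant genes of a library held 9.43% to 11.6% of its counts, and ribosomal RNA genes held 1.36% to 2.57%. The 95% Wilson intervals of these shares were at most 0.029 percentage points wide. The common dispersion corresponded to a biological coefficient of variation of 23.9% between replicates.

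Principal components 1, 2 and 3 of log2 CPM carried 73.7%, 13.6% and 6.31% of the variance. On component 1, wild-type libraries lay between -157 and -145, skn-1gf libraries between -101 and -55.2, and the 6 libraries with daf-2lf between 111 and 122. The 3 skn-1gf libraries were more spread on this component than those of the other genotypes. Component 3 set apart daf-2lf replicate 1, at -103, from daf-2lf replicates 2 and 3, at 1.74 and 13.3. Pearson correlations of log2 CPM between replicates were 0.952 and 0.953 for the pairs with daf-2lf replicate 1. They were 0.965 to 0.993 for the other 10 pairs. Chi-square per degree of freedom against counting noise alone ranged from 6.82 to 164 over the 12 pairs. Separately grown worms exceed counting noise in any case, so this measures the spread and not the quality of replicates.

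The departure of daf-2lf replicate 1 ran with gene length. The Spearman correlation across genes between its log2 deviation from the other replicates and gene length was -0.58, against -0.20 to 0.13 for the 9 libraries of the other genotypes. Genes under 500 bases were higher in this library by a median log2 of 0.67, and genes over 4000 bases were lower by a median log2 of -1.35. Compared with both other daf-2lf libraries, 2234 genes were more than 2-fold lower in it, with a median length of 2366.5 bases, and 363 were more than 2-fold higher, with a median length of 588 bases. The median length of tested genes was 1329 bases. The library was kept in the main analysis, and values without it are given for the counts of called genes and for several single results.

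**Figure D1:**
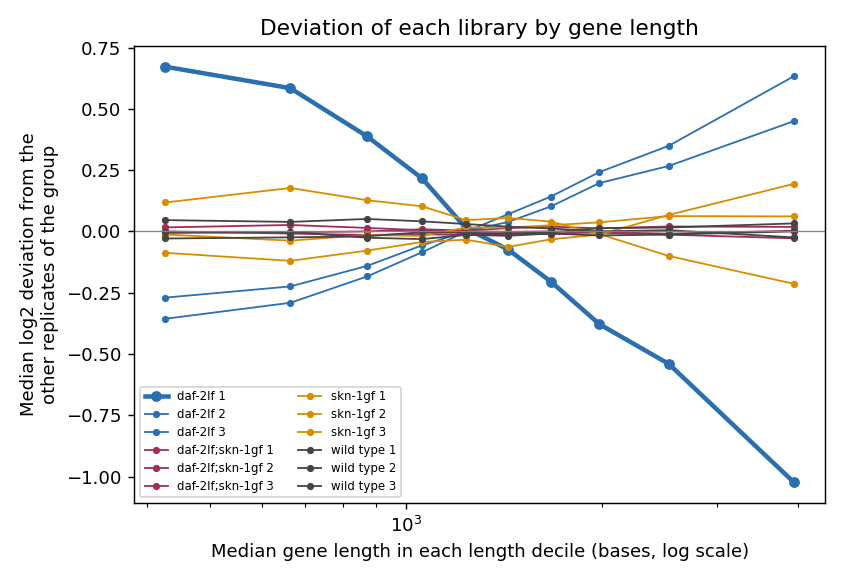
Median log2 deviation of each library from the other replicates of its genotype (vertical axis) in 10 bins of genes by length (horizontal axis, bases, log scale), with 1 line per library. The thick blue line, daf-2lf replicate 1, falls with length, while the lines of daf-2lf replicates 2 and 3 rise because replicate 1 is part of their reference.

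The targeted genes were examined first. The skn-1 gene (identifier 177343, chromosome IV, 5651039 to 5660384, minus strand, WBcel235) had 118 ± 7.06 CPM in wild type (SD, n = 3 here and below), 149 ± 3.66 in skn-1gf, 172 ± 6.25 in daf-2lf and 220.2 ± 12.1 in the double mutant. It was higher in skn-1gf than in wild type by 0.34 log2 (SE 0.11, edgeR adjusted p = 0.0264). This call held in 10 of 20 alternatives and was lost in the other 10, over 0.18 to 0.41 log2 and adjusted p-values of 3.0e-05 to 0.281. The gene was also higher in daf-2lf than in wild type by 0.55 log2 (SE 0.11, edgeR adjusted p = 0.00144). That call held in 20 of 20 alternatives, with adjusted p-values up to 0.0492. The difference between the double mutant and daf-2lf was 0.36 log2 (SE 0.11), with an adjusted p of 0.176 over all genes and 0.0141 over the 6 fixed genes. Over 20 alternatives this difference ran from -0.08 to 0.42 log2, and 2 of them called it. A per-library length trend gave the -0.08, and the 6 fits that each left out a library of these genotypes gave 0.32 to 0.40. The daf-2 gene (identifier 175410, chromosome III, 2994514 to 3040846, minus strand) had 67.5 ± 1.29 CPM in wild type, 91.9 ± 2.66 in skn-1gf, 92.7 ± 57.1 in daf-2lf and 127 ± 4.07 in the double mutant. Its deposited length is 8296 bases, and daf-2lf replicate 1 had 26.8 CPM where replicates 2 and 3 had 125 and 126. No contrast between genotypes was called for daf-2 in the main analysis. For daf-2lf against wild type this rests on that library. The difference was 0.46 log2 (SE 0.40, adjusted p = 0.350) with it and 0.79 log2 without it, where it was called. It was called in 5 of 20 alternatives, over 0.17 to 0.85 log2 and adjusted p-values of 6.9e-06 to 0.755, and the rise in skn-1gf was called in 4 of 20. In the main analysis that rise was 0.45 log2 (SE 0.40, edgeR adjusted p = 0.386). All 3 skn-1gf libraries lay above all 3 wild-type ones, as did all 3 of the double mutant. The spread is shared by all genotypes, so daf-2lf replicate 1 enters these contrasts too, and the missing calls do not show equal levels.

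Of the 4 marker genes fixed beforehand, 2 are known SKN-1 targets. The glutathione S-transferase gene gst-4 (identifier 177886, chromosome IV, 10142225 to 10143099, plus strand) had 26.4 ± 1.86 CPM in wild type and 1235 ± 168 in skn-1gf, a log2 difference of 5.55 (SE 0.25, adjusted p = 1.6e-07). It had 47.3 ± 17.3 CPM in daf-2lf and 1427 ± 49.99 in the double mutant, a log2 difference of 4.91 (SE 0.25, adjusted p = 5.3e-07). The glutamate-cysteine ligase gene gcs-1 (identifier 174438, chromosome II, 9035562 to 9038301, minus strand) rose from 118 ± 5.34 to 546 ± 80.9 CPM in the wild-type background, by 2.21 log2 (SE 0.37, adjusted p = 6.5e-04). In the daf-2lf background it rose from 118 ± 65.6 to 472 ± 36.7 CPM, by 2.00 log2 (SE 0.37, adjusted p = 0.0148). This last call was lost in 2 of 20 alternatives, the fit to the groups compared alone and the fit without double mutant replicate 1, with adjusted p-values of 4.4e-07 to 0.194 over all 20. The interaction was not called for gst-4 (-0.64 log2, SE 0.30, adjusted p = 0.128) or gcs-1 (-0.21 log2, SE 0.50, adjusted p = 0.798). Of 26 alternatives, 1 called it for gst-4 (without daf-2lf replicate 2) and 2 for gcs-1 (sample quality weights, and without daf-2lf replicate 1), with adjusted p-values from 0.0435 to 0.946 and from 0.00113 to 1.00.

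The other 2 markers are DAF-16 targets. The superoxide dismutase gene sod-3 (identifier 181748, chromosome X, 17092753 to 17094306, plus strand) had 1.33 ± 0.275 CPM in wild type, 0.482 ± 0.156 in skn-1gf, 16.4 ± 4.27 in daf-2lf and 12.7 ± 1.07 in the double mutant. It was higher in daf-2lf than in wild type by 3.63 log2 (SE 0.26, adjusted p = 5.0e-07). In skn-1gf it was lower than in wild type by -1.41 log2 (SE 0.32, adjusted p = 0.00416). The sod-3 interaction was not called (1.04 log2, SE 0.39, adjusted p = 0.0656). Of 26 alternatives, 7 called it, with adjusted p-values from 0.0115 to 0.157 over all 26. The metallothionein gene mtl-1 (identifier 179060, chromosome V, 6691371 to 6691863, minus strand) had 0.11 ± 0.0724 CPM in wild type, 0.145 ± 0.131 in skn-1gf, 3.95 ± 0.894 in daf-2lf and 2.87 ± 0.475 in the double mutant, and was higher in daf-2lf than in wild type by 5.03 log2 (SE 0.56, adjusted p = 1.1e-05). The double mutant did not differ from daf-2lf by more than the replicate spread for sod-3 (adjusted p = 0.454) or mtl-1 (adjusted p = 0.545). The handling of strand is not stated, and genes overlapping skn-1 and sod-3 held counts equal to 24.7% and 78.1% of their own, so part of these counts is uncertain. For every call of these 6 genes named above, and for the genes named as largest rises or falls between genotypes below, all 3 replicates of 1 genotype lay above all 3 of the other.

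**Figure D2:**
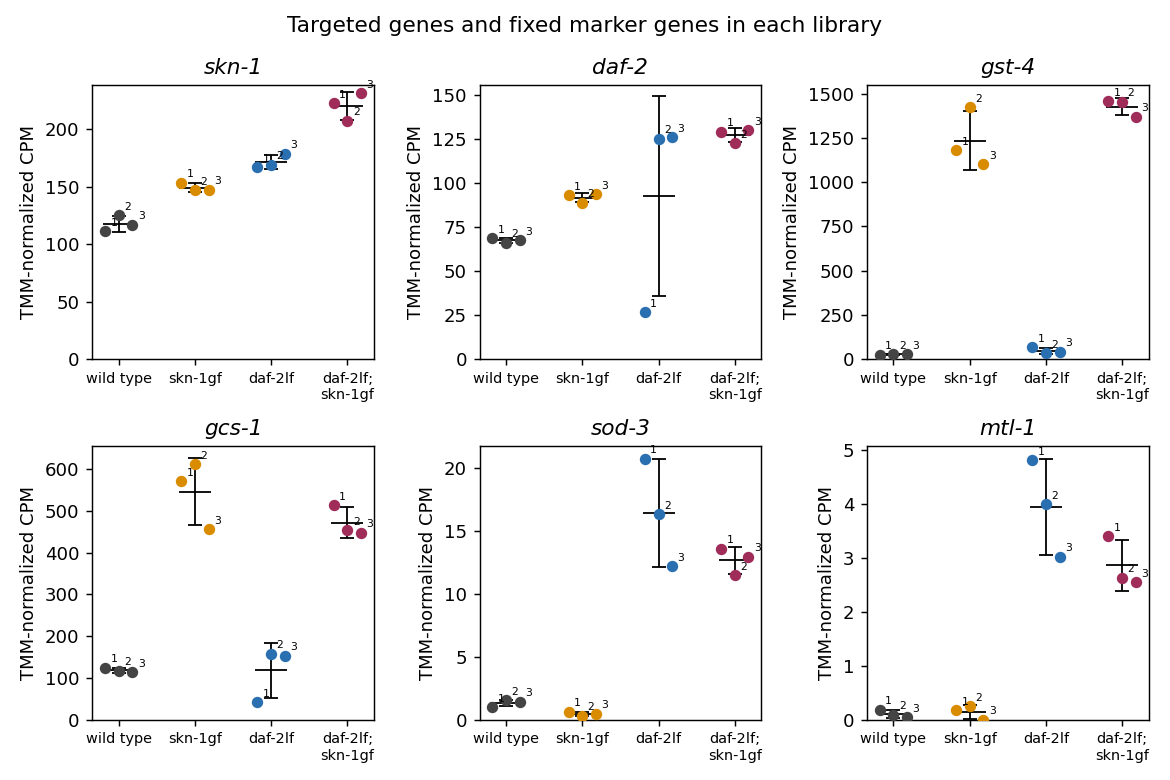
TMM-normalized CPM (vertical axes, linear from 0) of skn-1, daf-2, gst-4, gcs-1, sod-3 and mtl-1 by genotype, with numbered points for the 3 replicates, a wide dash for the mean and bars for the SD. The gst-4 and gcs-1 points are high in both genotypes with skn-1gf, the sod-3 and mtl-1 points are high in both with daf-2lf, and daf-2lf replicate 1 is far below its replicates for daf-2 and gcs-1.

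The comparison of the double mutant with daf-2lf, the study's stated question, gave 253 called genes of 15575 tested, 157 higher and 96 lower in the double mutant. Of these, 231 differed at least 2-fold. At an unadjusted p under 0.05 there were 2317 genes. The count moved most under limma-voom with sample quality weights, an alternative added after the data had been seen, which called 2113 genes. Without daf-2lf replicate 1 there were 271 calls, 202 of them among the 253.

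The largest rises were in gst-25 (identifier 24104550, chromosome I, 1451081 to 1453070), clec-74 (189948, chromosome IV, 3957005 to 3960185) and gst-30 (191347, chromosome II, 4933883 to 4935054). All daf-2lf libraries had no more than 3 counts of gst-25, against 27.9 ± 7.64 CPM in the double mutant, which was at least 156-fold higher (adjusted p = 6.2e-07). The lectin-like gene clec-74 was likewise at the floor in daf-2lf and had 11.2 ± 6.21 CPM in the double mutant, at least 62.6-fold higher (adjusted p = 4.6e-05). For gst-30, 0.234 ± 0.12 CPM in daf-2lf and 36.6 ± 11.9 in the double mutant gave a log2 difference of 7.23 (SE 0.39, adjusted p = 6.2e-07). The gene spe-15 overlaps gst-25 on the opposite strand and held more counts than it, 410.2% of its own, so with the strand not stated the level of gst-25 is uncertain.

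The largest falls were in fbxa-125 (182016, chromosome I, 10646478 to 10647841), clec-169 (3565430, chromosome IV, 1261324 to 1264622) and clec-42 (180189, chromosome V, 18191412 to 18194168). The F-box gene fbxa-125 had 0.695 ± 0.348 CPM in daf-2lf and no more than 3 counts in each double-mutant library, at least 5.09-fold lower (adjusted p = 0.00439). For clec-169, 67.6 ± 34.4 CPM in daf-2lf and 3.93 ± 0.828 in the double mutant differed by -4.10 log2 (SE 0.37, adjusted p = 6.5e-05). For clec-42 the values were 12.8 ± 6.99 and 1.06 ± 0.23 CPM, a difference of -3.59 log2 (SE 0.46, adjusted p = 0.0012). These genes and the glutathione S-transferases belong to multigene families, and how reads shared between members were counted is not stated.

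In the wild-type background, skn-1gf differed from wild type in 6787 called genes, 3519 higher and 3268 lower, and 4449 of them differed at least 2-fold. The division into higher and lower depended on the scaling, since 51.8% of calls were higher with TMM and 40.4% with relative log expression (RLE) factors. Those factors shifted the median log2 change of all genes from 0.03 to -0.13. It also depended on daf-2lf replicate 1, which enters the shared fit, since without it 9522 genes were called, 4313 higher and 5209 lower. The largest rises were in gst-30, gst-25 and gst-34 (260015, chromosome II, 15179906 to 15183239). All 3 were at the floor in wild type and were at least 597-fold, 170-fold and 77.1-fold higher in skn-1gf, at 86.3 ± 12.31, 24.5 ± 4.56 and 11.1 ± 3.98 CPM, with adjusted p-values of 1.2e-07, 3.1e-07 and 1.6e-06. The largest falls were in the yolk protein gene vit-3 (24104675, chromosome X, 3567355 to 3572549), H17B01.2 (186749, chromosome II, 1470565 to 1472260) and F53H4.2 (181673, chromosome X, 15857153 to 15857974). These had 26.3 ± 15.2, 23.2 ± 8.41 and 11.1 ± 6.32 CPM in wild type and were at the floor in skn-1gf, at least 137-fold, 121-fold and 57.9-fold lower, with adjusted p-values of 4.3e-05, 5.5e-07 and 6.9e-06. Members of the vitellogenin family share much of their sequence, and genes overlapping F53H4.2 held counts equal to 135.4% of its own.

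The skn-1gf effect in the daf-2lf background was then set against that in the wild-type background. Of the 253 genes called in the double mutant against daf-2lf, 173 (68.4%) were called in the same direction in skn-1gf against wild type, 128 higher in both and 45 lower in both. Another 16 were called in opposite directions. Among the 253, the log2 changes in the 2 backgrounds correlated at r = 0.69 across genes. Over all 15575 tested genes Pearson's r was 0.079 and Spearman's rho was -0.065. From single same-numbered replicates r was 0.092, -0.075 and 0.098, with an SD of 0.098. Pearson's r ranged from 0.035 to 0.127 over 14 alternatives and from 0.023 to 0.117 over 12 fits that each left out a library.

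The difference between the 2 skn-1gf effects, tested directly as an interaction, was called for 4308 genes, 1544 positive and 2764 negative, and for 5921 without daf-2lf replicate 1, 2718 positive and 3203 negative. Of the 4308, 3731 were also called in skn-1gf against wild type and 118 in the double mutant against daf-2lf. The change in the wild-type background was the larger for 3766 of the 4308. The largest positive interactions were those of D1014.6 (183897, chromosome V, 8121168 to 8123470), col-88 (175170, chromosome III, 41063 to 41971) and F53H4.2. These genes fell in skn-1gf and had few or no counts with daf-2lf. The largest negative ones were those of decr-1.1 (185697, chromosome II, 2353312 to 2354373), F14F9.8 (3896842, chromosome V, 5130318 to 5131540) and W03F9.11 (3896854, chromosome V, 137096 to 141357). The last 3 rose in skn-1gf to 5.55 ± 2.42, 8.58 ± 4.02 and 13.7 ± 6.502 CPM, and stood at 3.92 ± 2.20, 4.52 ± 0.758 and 5.84 ± 2.49 CPM in daf-2lf and 1.62 ± 0.548, 4.07 ± 0.613 and 5.97 ± 0.748 CPM in the double mutant.

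**Figure D3:**
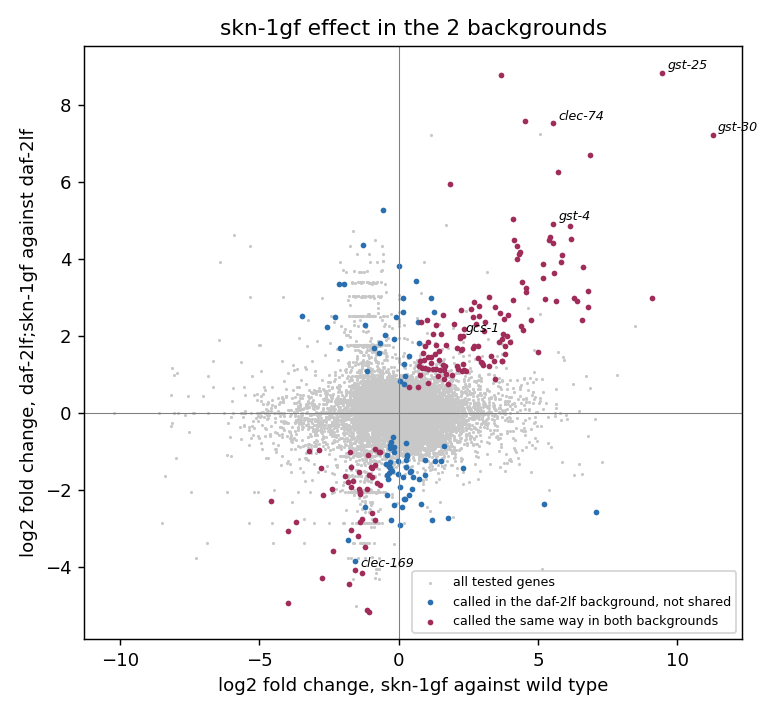
Log2 fold change of skn-1gf against wild type (horizontal axis) and of daf-2lf;skn-1gf against daf-2lf (vertical axis) for the 15575 tested genes, 1 point per gene. The 173 genes called the same way in both backgrounds (purple) lie mainly at upper right, and most other genes (grey) spread further along the horizontal axis than the vertical one.

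Loss of daf-2 function was compared with wild type to give the background against which skn-1gf acts in the double mutant. The daf-2lf libraries differed from wild type in 8152 called genes, 4587 higher and 3565 lower. Because the labels give no stage at harvest, these differences cannot be ascribed to loss of daf-2 function alone. The share of higher calls was 56.3% with TMM and 45.2% with RLE factors, which moved the median log2 change of all genes from 0.15 to -0.03. Without daf-2lf replicate 1 there were 9420 calls, 4560 higher and 4860 lower. The largest rises were in F56A4.3 (186346, chromosome V, 2453414 to 2456147) and the collagen genes col-36 (174178, chromosome II, 7167511 to 7168812) and col-2 (177872, chromosome IV, 10084439 to 10085451). They were at the floor in wild type and at least 176-fold, 111-fold and 17.5-fold higher in daf-2lf, with adjusted p-values of 7.9e-07, 2.7e-07 and 7.7e-04. The largest falls were in nsph-3.2 (177878, chromosome IV, 10112870 to 10114287), the Argonaute gene alg-4 (176400, chromosome III, 9887210 to 9891424) and Y57G11A.2 (178389, chromosome IV, 14517022 to 14519523). With 184 ± 11.9, 146 ± 3.38 and 132 ± 14.4 CPM in wild type and 0 counts in every daf-2lf library, they were at least 1028-fold, 811-fold and 734-fold lower, with adjusted p-values of 1.5e-06, 8.8e-07 and 6.5e-06. The coordinates of clec-169 and Y57G11A.2 differ between the deposited table and the RefSeq gene table.

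The double mutant differed from wild type in 7368 called genes, 4075 higher and 3293 lower, and from skn-1gf in 4944, 2084 higher and 2860 lower. Without daf-2lf replicate 1 these were 9980, 4697 higher and 5283 lower, and 7318, 3058 higher and 4260 lower. Whether skn-1gf moved the daf-2lf changes back towards wild type was examined by correlating both changes across genes, with no daf-2lf library used in both. The mean r over 6 splits of the daf-2lf libraries was -0.037 (SD 0.049). Using the same libraries in both gave -0.13, a value lowered by the shared libraries. Of 166 genes called both in the double mutant against daf-2lf and in daf-2lf against wild type, 80 changed in opposite directions and 86 in the same direction. These calls share the daf-2lf libraries as well, which pushes them towards opposite directions. Opposite directions were not the majority despite that push, but the division does not measure a reversal.

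Of the 48 gene set tests, 32 had an adjusted p under 0.05, and 21 did with an inter-gene correlation of 0.05. Regrouped libraries that mixed genotypes also gave such sets, up to 7 of 12 for the double mutant against daf-2lf and up to 9 of 12 for daf-2lf against wild type. With 3 libraries a side no regrouping mixes the genotypes equally, so part of the real difference remains in each. Sets found there need not be false, and their number does not measure false calls. The number of sets is given less weight here than the median changes and the called members. The 22 SKN-1 targets had a median log2 change of 1.97 in the double mutant against daf-2lf (camera adjusted p = 9.4e-73), with 14 called higher and 0 lower. In the 9 regroupings of these 6 libraries the median was at most 0.65 in size. In skn-1gf against wild type the median was 2.94 (adjusted p = 1.3e-27), with 19 called higher and 0 lower. In daf-2lf against wild type it was 0.85, and the interaction median was -0.77 (adjusted p = 0.00144). The summed level of the list was 1499 ± 47.8 CPM in wild type, 6404 ± 854 in skn-1gf, 2180.0 ± 563 in daf-2lf and 6352 ± 143 in the double mutant. The 40 tested glutathione S-transferase genes rose by a median of 1.00 in the daf-2lf background and 2.30 in the wild-type background, with 20 and 32 called higher and 0 lower in either. These directions were the same under both other scalings.

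The 19 tested genes that DAF-16 activates were higher in daf-2lf than in wild type by a median log2 of 1.04 (adjusted p = 7.3e-05), with 15 called higher and 0 lower. Between the double mutant and daf-2lf their median was -0.34 (adjusted p = 0.0393), with 0 called in either direction and 1 when adjusted over the list alone. Without daf-2lf replicate 1 the median was -0.18 (adjusted p = 0.0850, with 0.0106 to 0.254 over 28 alternatives, of which 9 lost the call). Of 10 splits of these libraries, 3 gave as small a p-value, the real one included. The 17 tested genes that DAF-16 represses had a median of 0.82 log2 in daf-2lf against wild type. Of these, 10 were called higher and 3 lower. Camera did not call this set (adjusted p = 0.165), while the fry rotation test called it as higher. The fall that repression by DAF-16 would give was therefore not seen in this list. With the stage at harvest not stated, this does not weigh against such repression. The 32 tested major sperm protein genes summed to 1840 ± 208 CPM in wild type, 566 ± 202 in skn-1gf, 1.57 ± 0.17 in daf-2lf and 1.77 ± 0.425 in the double mutant. The 6 vitellogenin genes summed to 526 ± 102, 44.6 ± 14.3, 1.72 ± 0.181 and 2.55 ± 0.448 CPM in the same order. All members of both families were called lower in skn-1gf and in daf-2lf than in wild type, and both families fell under both other scalings. The 76 ribosomal protein genes were lower in the double mutant than in daf-2lf by a median of -0.37 log2 (adjusted p = 2.0e-09), with 0 single genes called. Their median was -0.09 without daf-2lf replicate 1, where the set was still called (camera adjusted p = 0.0137).

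**Figure D4:**
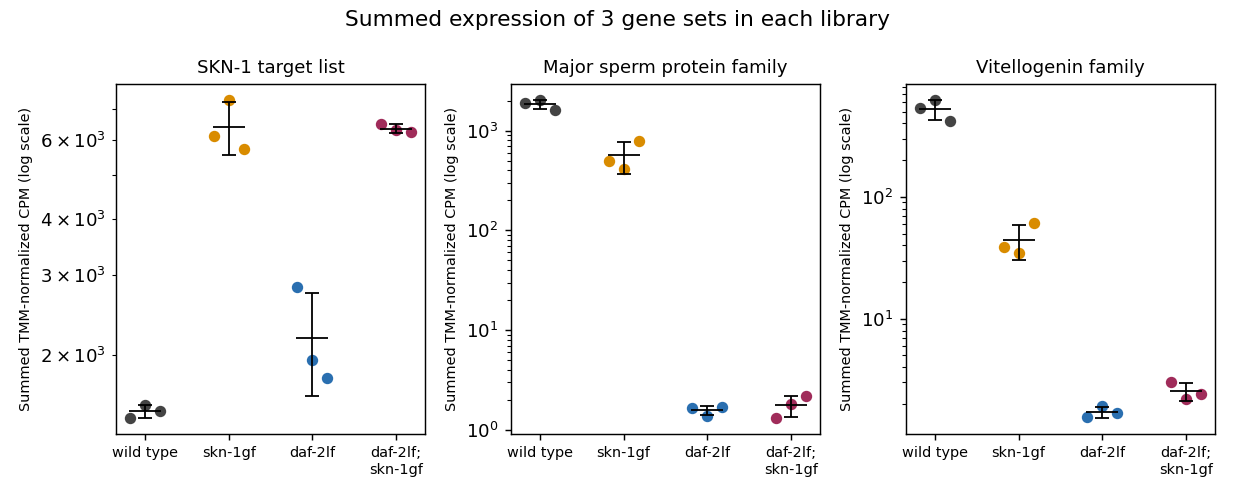
Summed TMM-normalized CPM (vertical axes, log scale) of the SKN-1 target list, the major sperm protein family and the vitellogenin family by genotype, with points for the 3 replicates, a wide dash for the mean and bars for the SD. The target list is higher in both genotypes with skn-1gf, and the sperm and yolk families fall from wild type through skn-1gf to both genotypes with daf-2lf.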

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

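The tests of the interaction count without daf-2lf replicate 1 and with a length trend, of the axis shared with daf-2lf, of sperm genes, of skn-1gf replicates, of the starting level and of the vitellogenin floor were chosen only after the result was seen. The SKN-1 target list without daf-2lf replicate 1, the expression floor over all interaction genes, a hidden shared effect and other splits were tests set before their results were seen.

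The skn-1gf effect differed between the wild-type and daf-2lf backgrounds for 4308 genes, by a direct test of the difference. With the 6 same-numbered differences regrouped, the real grouping gave 4045 genes by limma. Among the 4 splits that part every same-numbered pair, 1 gave as many, the real one, and so did 1 of all 10 splits. The 9 others gave 0 genes, with 89 to 872 at an unadjusted p under 0.05. The other splits keep some same-numbered differences together. All splits but the real one mix the backgrounds unequally, so each keeps part of the real difference and adds the rest to the spread. With 4 splits a share under 0.05 cannot be reached whatever the data, so the share itself decides nothing about chance.

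Technical explanations for the 4308 genes were weighed as follows. Without daf-2lf replicate 1 there were 5921 genes, 3994 of them among the 4308. After removal of a per-library gene-length trend there were 3890, 3033 of them among the 4308. Neither therefore accounts for most of the calls, though the length trend removed part of them. Of the called genes, 0.65%, 28 in number, had no more than 3 counts in every library with daf-2lf. Genes at that floor are hard to call at all, and genes slightly above it are not counted, so this low share does not weigh against a role of the floor. The division by sign is less secure, because 35.8% of the genes had a positive interaction with TMM and 48.3% with RLE factors, which moved the median interaction of all genes from -0.05 to 0.11. Reads shared between paralogs and GC content were not tested.

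A biological candidate is that much of the skn-1gf change in the wild-type background runs in the direction that separates wild type from daf-2lf, which the double mutant has already taken. The changes of skn-1gf and of daf-2lf against wild type, computed with separate wild-type libraries, correlated at a mean r of 0.59 across genes (SD 0.015 over 6 splits). Sperm protein transcripts in skn-1gf were at 30.8% of the wild-type level. The skn-1gf replicates also differed from each other along this direction. The difference between replicates 3 and 2 correlated with wild type minus daf-2lf at r = 0.53 over 15537 genes, sperm and yolk families left out. A difference in developmental stage at harvest may produce this pattern, as may an effect of genotype on the germline, and the labels give no stage, so the pattern cannot be told apart from developmental stage. Removing the daf-2lf direction from the skn-1gf change did not reveal a shared effect over all genes, since r rose by 0.043, short of the 0.1 set beforehand.

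The 3 largest positive interactions were those of D1014.6 (10.5 log2), col-88 (8.98 log2, SE 1.55) and F53H4.2 (8.64 log2, SE 2.85). The 6 libraries with daf-2lf had at most 6 counts of D1014.6, 19 of col-88 and 2 of F53H4.2. The interaction of these genes therefore rests on levels near or under the floor, and its size is not interpretable as a fold change. For F53H4.2, 5 of the 12 fits that each left out a library no longer called the interaction. The interaction of col-88 ranged from 7.08 to 10.2 and that of D1014.6 from 8.49 to 10.7 over 26 alternatives. The floor may account for these single genes, and the 0.65% of interaction genes strictly at it says little about how many others it affects.

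The 3 largest negative interactions were those of decr-1.1 (-8.60 log2, SE 0.94), F14F9.8 (-7.21 log2, SE 0.76) and W03F9.11 (-6.45 log2, SE 0.75). Each had at most 7 counts in any wild-type library and was raised in skn-1gf, in daf-2lf and in the double mutant alike, in 3 of 3 libraries of each. For decr-1.1 and F14F9.8 every wild-type library was at the floor of 3 counts. Their rise in skn-1gf over wild type is known only as at least 38.4-fold and 59.4-fold. The size of their interaction is therefore not interpretable as a fold change. Over the 26 alternatives the 3 interactions ranged from -8.97 to -7.22, from -8.46 to -6.36 and from -7.59 to -6.04. One possible explanation is that both mutations raise these genes from a silent state and their effects do not add on a log scale. The mean r of 0.59 between the skn-1gf and daf-2lf changes is consistent with this for genes in general, and no test was made for these 3 alone.

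The interaction medians of 7 gene sets were also called: -0.77 for the SKN-1 targets, -0.93 for genes that DAF-16 represses, 4.92 for the vitellogenins, -1.28 for the glutathione S-transferases, -0.69 for the UDP-glucuronosyltransferases, -0.70 for the ribosomal proteins and -1.66 for the infection response genes. Other splits of the 6 same-numbered differences gave 2 to 7 sets by limma, against 8 in the real one, and 1 of the 4 splits that part every pair gave as many, as did 1 of all 10. For the SKN-1 targets, vitellogenins and glutathione S-transferases no other split gave as small a p-value. For the ribosomal proteins 7 of the 10 splits did, the real one included. For the genes that DAF-16 represses, the UDP-glucuronosyltransferases and the infection response genes 2 of the 10 did in each case. The genes that DAF-16 represses, with an adjusted p of 0.0470, were no longer called without daf-2lf replicate 1 (median -0.49) or with the length trend (median -0.81). The call was also lost with DESeq2, with a mean count of at least 50, in protein-coding genes alone, with an inter-gene correlation of 0.05, with the block and length trend together, with the trend within genotypes, with sample quality weights, and without wild-type replicate 2 or skn-1gf replicate 2. It is therefore fragile in general and not only through the length-biased library.

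For the SKN-1 targets, the list was 0.85 log2 higher in daf-2lf than in wild type, while the double mutant and skn-1gf differed by a median of -0.12. These values are the interaction written in another order, so a higher starting level in daf-2lf describes it and was not tested as a cause. The 0.85 was 0.43 without daf-2lf replicate 1 and 0.46 with the length trend. The interaction also shrank to -0.39 without daf-2lf replicate 1, just past the limit of -0.4 set beforehand, and to -0.28 with the length trend. Part of it may therefore come from that library. The vitellogenin interaction may reflect the expression floor, as the family total in the 6 libraries with daf-2lf had a median of 0.389% of the wild-type level. The ribosomal protein interaction was -0.30 without daf-2lf replicate 1, where it was still called (camera adjusted p = 0.00143). It was 0.02 with the length trend, where it was not called (camera adjusted p = 0.977). Length bias may therefore account for it, though the call did not rest on that library alone.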

How the results depend on the processing

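The alternatives were chosen before the data were examined, except the length trend within genotypes and limma-voom with sample quality weights, which were chosen after seeing the data. The count for daf-2lf against wild type stayed within 1.5 times of 8152 under all 16 alternatives other than leaving out libraries, from 5567 to 11169.

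For the double mutant against daf-2lf, 12 of 16 alternatives gave 201 to 330 genes against 253. DESeq2 called 516 genes, 252 of them among the 253, and 45.0% of its calls were higher against 62.1%. A fit to the 6 libraries compared called 109, and a threshold of 0.01 called 145. Same-direction calls in both backgrounds numbered 91 when only the groups compared were fitted, 106 at the threshold of 0.01 and 173 in the main analysis. For skn-1gf against wild type the threshold of 0.01 left 3999 and a 2-fold minimum left 4449 of 6787. The interaction fell to 1942 at that threshold. The double mutant against wild type rose from 7368 to 11113 when only those groups were fitted. The cause was not tested for these changes.

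Sample quality weights gave daf-2lf replicate 1 a weight of 0.0366, and raised the counts to 2113 for the double mutant against daf-2lf, 11743 for skn-1gf against wild type, 12047 for the double mutant against wild type, 10101 for the double mutant against skn-1gf, 9444 for the interaction and 617 for same-direction calls. Of the 9 other splits of the 6 daf-2lf and double-mutant libraries under these weights, the largest count was 233.

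Leaving out each library in turn gave 139 to 469 genes for the double mutant against daf-2lf over 6 fits, 2786 to 5921 for the interaction over 12 fits, 4769 to 7547 for skn-1gf against wild type over the 6 fits without a library of these genotypes, and 117 to 204 same-direction calls. Leaving daf-2lf replicate 1 out of the shared fit raised skn-1gf against wild type to 9522, the double mutant against wild type to 9980 and the double mutant against skn-1gf to 7318.

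RLE factors changed the share of higher calls from 51.8% to 40.4% in skn-1gf against wild type, 56.3% to 45.2% in daf-2lf against wild type, 55.3% to 43.5% in the double mutant against wild type, and 35.8% to 48.3% in the interaction. They shifted the median of all genes by more than 0.1 in each, to -0.13, -0.03, -0.11 and 0.11.

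With the replicate number as a block, the counts were 211 for the double mutant against daf-2lf, 6618 for skn-1gf against wild type, 7918 for daf-2lf against wild type, 7215 for the double mutant against wild type, 4727 for the double mutant against skn-1gf, 4080 for the interaction and 158 for same-direction calls, and 30 set tests passed. Deviations of same-numbered libraries from their group means correlated at a mean r of 0.010, and those of other-numbered libraries at -0.0045. Averaged over all pairs of genotypes, the numbers therefore showed no pairing. The pair of skn-1gf and daf-2lf stood at 0.144, against -0.070 for other-numbered libraries. No contrast set these genotypes against each other, but the interaction contains both, so a pairing there could bear on it.

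Without splitting the daf-2lf libraries, the correlation of the change between the double mutant and daf-2lf with that between daf-2lf and wild type moved from -0.037 to -0.13, and shared libraries lower it. With an inter-gene correlation of 0.05, 21 set tests passed against 32.

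Signs changed for the results that follow, some of them sizeable in the main analysis. There the double mutant against daf-2lf gave 0.36 for skn-1, 0.46 for daf-2 and -0.47 for mtl-1, and the interaction of mtl-1 was -0.65. With a length trend, alone and with the block, the double mutant against daf-2lf gave -0.0812 and -0.0545 for skn-1, -0.0336 and -0.0219 for daf-2, 0.0421 and 0.0452 for mtl-1, and mtl-1 in skn-1gf against wild type gave -0.18 and -0.17. Under the same fits the interaction gave -0.42 and -0.39 for skn-1, -0.68 and -0.66 for daf-2, and 0.22 and 0.22 for mtl-1. Ribosomal proteins in the double mutant against daf-2lf had medians of -0.025 and -0.021, with the set's direction turned. The trend within genotypes gave 0.0317 for gcs-1 in daf-2lf against wild type, and interactions of -0.16 for skn-1 and -0.13 for daf-2. The quality weights gave 0.36, -0.0832 and -0.42 for the same 3.

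Fits that each left out a library also changed signs, over ranges of -0.39 to 0.85 for mtl-1 in skn-1gf against wild type and -0.28 to 0.29 for gcs-1 in daf-2lf against wild type. Interactions ranged from -0.0277 to 0.0887 for skn-1, -0.33 to 0.30 for daf-2 and -0.51 to 0.0647 for gcs-1. Over all alternatives, the turned values included calls for gcs-1 in daf-2lf against wild type and for the daf-2 interaction. The lowest adjusted p-values of those fits were 0.0101 and 0.0153, and neither result was called in the main analysis. The cause was not tested. Over all fits of the named gene and set results, 35 values turned direction, 34 became weaker, 21 became stronger and 1384 kept their direction and side of the threshold. Over all 48 set tests, 3 values were reversed, 80 weaker, 15 stronger and 1246 unchanged in this sense.

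Depth limits statements on genes near 3 counts, such as mtl-1 outside the daf-2lf background.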

Other observations

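The tests of wild-type admixture and of other splits were set before their results were seen. The other tests here were chosen only after the result was seen.

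In daf-2lf replicate 1, long genes were under-represented. The SD of its log2 deviation from the other replicates was 0.965, against 0.301 to 0.601 for the 9 libraries of the other genotypes. Loss of reads from long transcripts, as from degraded RNA, is a candidate explanation, since the Spearman correlation of the deviation with gene length was -0.58. Between daf-2lf replicates 2 and 3 the difference correlated with length at -0.10. Length alone does not account for the whole departure, because the SD was still 0.794 after a length trend was removed, against at most 0.592 for the 9 libraries. Lower depth was not a cause, as the library ranked 10 of 12 from the lowest total. Nor did a few genes take most of the counts, since the share of its 20 most abundant genes exceeded the highest other library by 1.07 percentage points. Admixture of wild-type RNA would raise genes that are silent in daf-2lf, and the median gain over 830 such genes was 0% of the wild-type level. Admixture of double-mutant RNA was estimated at 0.713% over 27 genes, under a limit of 1% that was chosen with the result in view. No biological explanation was tested, because all 3 libraries carry the same labels.

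Other splits of the libraries were counted for each contrast. Among the 4 splits that part every same-numbered pair, 1 gave as many genes, the real one, for the double mutant against daf-2lf, skn-1gf against wild type, daf-2lf against wild type, the double mutant against wild type and the double mutant against skn-1gf. The same held for 1 of all 10 splits in each. The other 9 gave 0 genes at an adjusted p under 0.05, and at most 971, 851, 1303, 96 and 407 genes at an unadjusted p under 0.05, against 2317, 8105, 9106, 8346 and 6382 in the real split. With 3 libraries a side a share under 0.05 cannot be reached whatever the data. Nor can the other splits mix the genotypes equally, so each keeps part of the real difference and adds the rest to the spread. Their 0 calls therefore do not measure what chance alone would give. For same-direction calls in both backgrounds, 1 of 32 joint splits gave as many as 173, the real one, and the next largest gave 16. That next split exchanges all daf-2lf and double-mutant libraries, so its 16 are the genes called in opposite directions. The remaining splits, which mix genotypes in at least 1 background, gave 0. At an unadjusted p under 0.05 the real split gave 577 genes and the exchanged split gave 617, which are the genes with opposite directions. At this looser threshold same directions were therefore not more frequent than opposite ones. The splits that mix genotypes gave at most 293.

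Counts of gene sets separated the genotypes less well. Because the other splits keep part of the real difference, sets found in them need not be false. As many sets as in the real split came from 1 of the 4 parting splits for the double mutant against daf-2lf, 1 of 4 for skn-1gf against wild type and 2 of 4 for daf-2lf against wild type, and from 1, 2 and 2 of all 10 splits. For the SKN-1 targets and the glutathione S-transferases in the double mutant against daf-2lf, no other split gave as small a p-value or as large a median. For the genes that DAF-16 activates in daf-2lf against wild type, 2 of the 10 splits gave as small a p-value, the real one included, and the largest median in another split was 0.64 against 1.04.

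Ribosomal protein genes were lower in the double mutant than in daf-2lf by a median of -0.37 log2. All 10 splits gave as small a p-value for this set. The median was -0.089 without daf-2lf replicate 1, where the set was still called (camera adjusted p = 0.0137). It was -0.025 with a length trend, where the set was not called (camera adjusted p = 0.743). The length bias of that library may therefore account for much of the difference. Ribosomal protein transcripts summed to 141172 ± 45287 CPM in daf-2lf and 112025 ± 434 in the double mutant.

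A reversal of daf-2lf changes by skn-1gf was tested as a hypothesis, since the study concerns the lifespan of these mutants. The mean split correlation was -0.037, above the -0.2 taken as the mark of a reversal, a limit written down only after the value was known. In simulated data the same measure was -0.568 with a full reversal and -0.00216 with none, so a full reversal across genes was not found. Only these cases were simulated, without a length-biased library, so a partial reversal cannot be excluded.

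The SKN-1 target list and the whole transcriptome gave different pictures of the skn-1gf effect. The targets rose in both backgrounds, by 2.94 and 1.97, while the correlation over all genes was 0.079. Among the 253 genes called in the double mutant against daf-2lf the correlation was 0.69, and 208 of them had the same sign in both backgrounds. The sperm protein family stood at 30.8% of wild type in skn-1gf and at 0.0854% and 0.0961% in daf-2lf and the double mutant. These values are consistent with worms at different stages, or with effects of genotype on the germline, and developmental stage could not be separated from genotype.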
